A study of Mus musculus with 2 samples.

How the data were processed

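Stromal cells of the healthy, untreated mouse colon and small intestine were profiled by droplet single-cell RNA sequencing, with 1 library per tissue. Per the labels' protocols, the epithelium was stripped, the tissue was digested with collagenase and dispase for 60 minutes (colon) or 45 minutes (small intestine), and live cells negative for CD45 and for CD326 (EpCAM) were sorted to leave out immune and epithelial cells. Per the labels, about 16000 cells per library were loaded on a 10x Genomics Chromium controller with the 3' version 3.1 kit. The number, sex, age and strain of the animals behind each library are not stated in the labels. The read aligner, the genome build and the filters on cells and genes are not stated either, so no coordinates are given and genes are named by the symbols of the deposited tables.

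For each library the authors deposited a table of raw UMI counts per gene and cell, where a UMI marks 1 captured RNA molecule, and this table was used for all main values. They also deposited a table of normalized values on a natural log scale. Checked over all cells, every normalized value equalled the natural log of 1 plus the UMIs times 10000 divided by the UMIs of the cell. A text table with a cell type label per cell was also deposited, and the authors' method of naming the cells is not stated in the file headers. These labels were used for all comparisons. The spellings of 1 fibroblast label differed between the libraries and were joined, and the colon's capillary, arterial and venous endothelial labels were pooled as BECs, the label used for the small intestine. No column outside the 2 libraries was used.

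The number of listed genes was 16381 for the colon and 18262 for the small intestine, of which 16098 were in both. A gene listed for 1 library was not treated as a measured 0 in the other, and no ratio was formed for it. Of the symbols, 98.7% (colon) and 98.4% (small intestine) were found in the GENCODE mouse gene names used as a reference.

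With 1 library per tissue there was no replicate check: cells are not replicates, so no p-value, standard error or count of changed genes was computed. UMIs were summed per library and cell type and expressed as CPM, a gene's UMIs relative to all UMIs of the type. The ratio of colon to small intestine was given on the log2 scale with an exact conditional binomial 95% interval for the ratio of 2 Poisson counts. Levels carry exact Poisson intervals, and shares of cells carry exact Clopper-Pearson 95% binomial intervals. A count of 0 was replaced by a floor of 3 counts and the ratio given as a bound. The bound takes the other count as exact, so the exact interval can end nearer to 0. For Hoxd10 in fibroblasts the bound was 6.97 and the lower limit of the interval was 6.66. All intervals and floors cover counting error only, not differences between animals, dissociations or libraries. Cell types with at least 50 cells in each library were compared, which gave 6 types and, pooled, the fibroblasts.

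The comparisons, the gene lists, the markers, the rule for naming genes and the first set of processing alternatives were fixed before the data were examined. By that rule, genes were ranked by the log2 ratio after adding 10 CPM to both libraries, and the 5 highest and 5 lowest were named for fibroblasts and the 3 highest and 3 lowest for each other type. A gene was eligible with at least 100 UMIs in both libraries together, detection in at least 10% of the type's cells in the library with the higher CPM, and a CPM there at least 2 times that of all other cells of the library. Mitochondrially encoded, ribosomal protein, haemoglobin, immunoglobulin, Xist, Tsix and Y-linked genes were left out of the ranking. Genes of the fixed panels were named as well, except that the values of 1 signal gene and of 1 of the 9 genes left out of the totals in an alternative are not reported here. A list's median log2 ratio was set against 10000 random lists of the same size matched on mean expression. Spearman correlations between cell types ran across genes with at least 10 CPM in any type.

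The interval calculation was tested on simulated Poisson counts drawn from the real levels, with 200 genes changed by known amounts in each comparison. Because the intervals assume Poisson counts, coverage near 95% was built in. The simulation therefore checks the calculation only, not how the intervals behave where a few cells hold most UMIs of a gene. In the simulated fibroblast comparison of 16096 genes, the intervals held the true value for 95.5% of the changed genes. They also held it for 95.2% of the unchanged genes among the 13300 with at least 100 expected UMIs. The direction was recovered for 100% of the changed genes. In the simulated BEC comparison of 14598 genes, the intervals held the true value for 99.0% of the changed genes. Coverage was lowest for LECs (15638 genes), where the intervals held the true value for 93.0% of the changed genes and the direction was recovered for 99.5%.

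Doublets (droplets with 2 cells) were not removed from the main values. Scrublet, as implemented in scanpy 1.11.5 with an expected share of 6%, marked 1 of 6018 colon cells (0.0166%) and 95 of 9359 small intestinal cells (1.02%). These were too few colon cells for the call to be used there, and whether doublets were removed before deposit is not stated. Leaving out the 6% of cells with the highest score in each library was added as an alternative after the data were seen. Using only the colon cells with Y-linked and no Xist UMIs, and leaving 9 genes with a large difference between the libraries out of the totals, were also added after the data were seen. Other alternatives were a minimum of 2000 UMIs per cell, a limit of 10% mitochondrial UMIs, proliferating labels left out of the denominator, cells thinned to 2000 UMIs each, scaling by the median ratio of genes with at least 100 UMIs in both libraries, means over cells of the normalized values or of each cell's CPM, equal weights for the fibroblast subtypes, other limits on genes, and names from Leiden clusters. The clusters used 2000 variable genes, 30 principal components, 15 neighbours and a resolution of 0.8 (leidenalg 0.10.2, igraph 0.11.9), and the scoring that turned markers into cluster names was written after the data were seen. Python 3.11.15, numpy 2.4.6, scipy 1.17.1, pandas 2.3.3, anndata 0.12.19, scikit-learn 1.9.0 and matplotlib 3.10.9 were used.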

Results

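Single-cell transcriptomes of stromal cells, the supporting cells of the gut wall other than epithelium and immune cells, were compared between the mouse colon and small intestine to describe their heterogeneity in both tissues. The colon library held 6018 annotated cells with 40684070 UMIs in total, a median of 6598 UMIs per cell (range 1502 to 25718) and a median of 2458 genes per cell. The small intestine library held 9359 cells with 58134526 UMIs, a median of 5943 UMIs per cell (range 820 to 19886) and a median of 2549 genes per cell. Mitochondrial genes gave a median of 2.89% of the UMIs in colon cells and 2.74% in small intestinal cells. Each tissue had 1 library, so none of the differences below has a replicate check, and the intervals cover counting error only. The colon library also held 2700 cells with Xist UMIs and no Y-linked UMI and 1751 cells with Y-linked and no Xist UMIs, whereas Xist was not listed for the small intestine.

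The deposited labels placed most cells in 3 fibroblast subtypes: CD81- fibroblasts (FBs), CD81+ trophocytes and PDGFRa-high SEMFs. Fibroblasts together made up 93.2% of the colon cells (95% binomial interval 92.6 to 93.9) and 62.5% of the small intestinal cells (61.5 to 63.4). Most of the gap lay in the lymphatic endothelial label (LECs), with 217 cells or 3.61% in the colon (3.15 to 4.11) and 2498 cells or 26.7% in the small intestine (25.8 to 27.6). Blood endothelial cells (BECs) made up 0.881% of the colon cells (0.660 to 1.15), 45 of the 53 being labelled capillary, and 5.60% of the small intestinal cells (5.14 to 6.08). Cells labelled SMCs made up 2.08% (1.73 to 2.47) and 5.00% (4.57 to 5.46). Pericyte labels were given to 8 colon cells, and proliferating labels to 4 colon and 24 small intestinal cells, too few to compare. Naming clusters from fixed markers moved the share of fibroblasts in the small intestine most, to 50.2%, because 1 cluster of 1117 cells stayed unnamed.

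**Figure D1:**
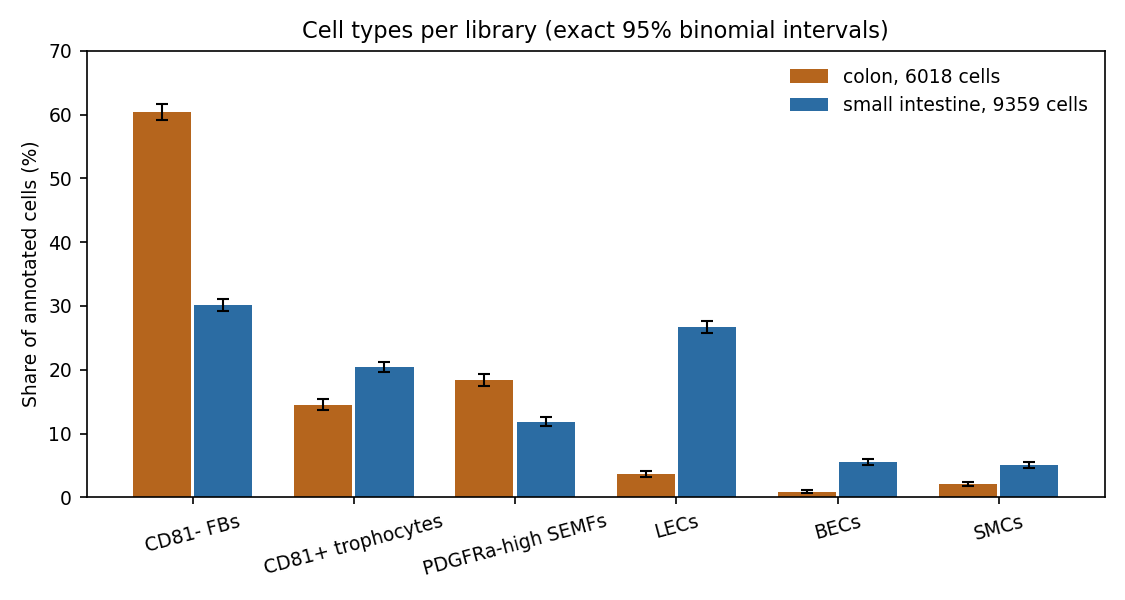
Share of annotated cells (%) per deposited cell type in the colon library (6018 cells) and the small intestine library (9359 cells), with exact 95% binomial intervals as error bars. CD81- FBs were the largest type in the colon library with 60.3%, and LECs had 3.61% there against 26.7% in the small intestine library.

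Within the fibroblasts, the shares of CD81- FBs and trophocytes differed between the libraries, and that of SEMFs did not detectably. CD81- FBs made up 64.7% of the colon fibroblasts (63.4 to 66.0) and 48.3% of the small intestinal fibroblasts (47.0 to 49.6), and trophocytes 15.6% (14.7 to 16.6) and 32.7% (31.5 to 33.9). SEMFs made up 1105 of the 5611 colon fibroblasts, or 19.7% (18.7 to 20.8), and 1109 of the 5845 small intestinal fibroblasts, or 18.97% (17.98 to 20.003), a difference not detectable at this number of cells. As shares of all colon cells, trophocytes and SMCs moved most with only Y-linked colon cells. Trophocytes went from 14.5% to 15.6% and SMCs from 2.08% to 2.57%.

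Most markers fixed beforehand went with the labels in both libraries. All 6 lymphatic markers were highest in LECs, with a median of 2431 CPM in the colon and 3123 CPM in the small intestine, and all 6 smooth muscle markers were highest in SMCs, with medians of 1218 and 562 CPM. All 5 Pdgfra-low markers were highest in CD81- FBs in the colon and 3 of the 5 in the small intestine, and all 7 blood endothelial markers were highest in BECs in the colon and 5 of the 7 in the small intestine. All 8 markers of Pdgfra-high fibroblasts were highest in SEMFs in the colon and 7 of the 8 in the small intestine, and 5 of the 7 trophocyte markers were highest in trophocytes in each library. Among the 6 compared types, which leave out the 8 colon cells labelled pericytes, pericyte markers had their highest median in SEMFs. It was 34.8 CPM against 28.5 CPM in the next type in the colon and 131 against 11.3 CPM in the small intestine. Only 1 of the 5 listed pericyte markers was highest in SEMFs in the colon, and 4 of the 6 in the small intestine. The small intestinal SMC label also carried fibroblast transcripts, with Adamdec1 at 9211 CPM against 8191 CPM in the CD81- FBs of that library and 1242 CPM in colon SMCs. The fibroblast transcript Dcn reached 847 CPM in colon LECs and 1895 CPM in colon BECs, against 420 and 190 CPM in the same labels of the small intestine, so low levels of fibroblast genes in endothelial cells were not read as expression. The epithelial genes of the free RNA panel reached at most 15.2 CPM in any compared type where they were listed. Only Zg16, Car1, Lypd8 and Muc2 were listed for the colon. Only Lyz1, Reg3b, Reg3g, Fabp1, Fabp2, Apoa1 and Itln1 were listed for the small intestine. A list of 6 Paneth cell genes held 1972 UMIs in small intestinal CD81- FBs, against 167 for Lyz1. The panel therefore does not limit the level of epithelial RNA. Igkc lay between 54.3 and 115.8 CPM in 5 of the small intestinal types and at 356 CPM in SEMFs, where 2 cells held 2014 of the 2325 UMIs. In the colon it was at 56.0 CPM in CD81- FBs and between 3.71 and 12.9 CPM in the other 5 types. The haemoglobin genes reached at most 6.84 CPM.

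Which cell types resembled each other across the tissues was described by Spearman correlations across 11772 genes, which are not independent replicates. For all 6 types, the small intestinal type with the highest correlation to a colon type was the one with the same label. The same-label correlations had a median of 0.913 and ranged from 0.835 for BECs to 0.932 for trophocytes. Taken from the small intestinal side this did not hold for SMCs, which correlated more with colon CD81- FBs (0.889) than with colon SMCs (0.878). The margin over the next type was smallest for CD81- FBs, at 0.922 against 0.890 for small intestinal trophocytes. Limiting the genes to those with at least 50 CPM moved the median most, to 0.861, and the best match of a colon type was still the same label in 6 of 6 types.

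Expression was then compared within cell types. In fibroblasts, the median log2 ratio of colon to small intestine over 11434 genes with at least 100 UMIs in both libraries was -0.19, and it was -0.25 in CD81- FBs, -0.06 in trophocytes, -0.31 in SEMFs, -0.11 in LECs, 0.09 in BECs and 0.04 in SMCs. Where 2 values separated by a comma follow a gene below, the first is the measured log2 ratio and the second is that ratio relative to the median gene of the type. Adam23 had the largest ratio by the naming rule among genes higher in colon fibroblasts, with 188 CPM against 3.60 CPM, a log2 ratio of 5.71 (5.48 to 5.95), or 5.89 relative to the median gene. Frmpd4 (4.63, 4.81), BC028777 (3.70, 3.89) and Opcml (3.29, 3.48) followed. Igfbp3 (2.45, 2.64) was the most abundant of these, with 1199 CPM in the colon and 219 CPM in the small intestine. Hpse2 led the genes higher in small intestinal fibroblasts, with 2409 CPM against 130 CPM, a log2 ratio of -4.21 (-4.26 to -4.17), or -4.03 relative to the median gene. The others were Lrat (-5.65, -5.46), Angptl1 (-4.62, -4.44), Dkk2 (-4.98, -4.80) and Rgs5 (-3.99, -3.80). The counting intervals of these 10 genes excluded 0. Means of the deposited natural log values moved these ratios most, with Adam23 at 0.99 and Lrat at -0.84, and all 10 genes kept their direction under the 10 alternatives run on them.

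In CD81- FBs, Frmpd4 (7.36, 7.61), Adam23 (6.36, 6.61) and Stmn2 were named as higher in the colon. Stmn2 had 4488 UMIs in the colon and 1 UMI in the small intestine, a log2 ratio of 11.84 with an interval of 9.36 to 17.14. Hmcn1 (-7.05, -6.81), Hpse2 (-5.36, -5.11) and Sntg1 (-5.19, -4.94) were named as higher in the small intestine. Hmcn1 had 909 CPM there against 6.84 CPM in the colon. Frmpd4 was among the leading genes of 1 small intestinal cluster of 286 cells, 97.9% of them labelled trophocytes. Its ratio in CD81- FBs may therefore depend on the labels. In trophocytes, Nr4a2 (3.06, 3.13), Myoc (3.98, 4.04) and Lrrn4cl (2.96, 3.03) were higher in the colon, and Dkk2 (-8.62, -8.56), Piezo2 (-3.55, -3.48) and Slit2 (-3.51, -3.45) in the small intestine. Dkk2 had 248 CPM in small intestinal trophocytes and 4 UMIs in colon trophocytes. In SEMFs, Fgl2 (5.03, 5.34), Hspb1 (4.33, 4.64) and Ccdc3 (3.45, 3.76) were higher in the colon, and C7 (-9.59, -9.28), Ccl11 (-6.43, -6.12) and Plcxd3 (-8.49, -8.18) in the small intestine. C7 had 1033 CPM in small intestinal SEMFs and 10 UMIs in colon SEMFs. C7 and Plcxd3 also differed within the colon library, by log2 ratios of 3.43 and 2.53 between fibroblasts with only Y-linked and only Xist UMIs.

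The smaller types had less depth, with 1065387 UMIs in colon LECs, 772279 in colon SMCs and 269665 in colon BECs. In LECs, Tgfbi (3.75, 3.86), Ptn (3.87, 3.98) and Stmn2 (2.79, 2.897) were higher in the colon, and Cyp26b1 (-6.49, -6.38), Cyp1b1 and Wnt2 (-3.93, -3.82) in the small intestine. Cyp1b1 had 2838 UMIs in small intestinal LECs and none in colon LECs, a log2 ratio of at most -6.49. For Ptn, 1 of the small intestinal LECs held 74 of the 100 UMIs of that type. In SMCs, Rbp4 (6.46, 6.42), Lgals3 (8.13, 8.09) and Sema3a (5.46, 5.41) were higher in the colon, and Sntg1 (-8.36, -8.40), Npnt (-6.42, -6.46) and Cyp7b1 (-5.16, -5.20) in the small intestine. In BECs, H2-Ab1, H2-Eb1 and Rbp7 (3.18, 3.098) were higher in the colon, and Selp (-4.69, -4.77), Adgrg6 (-4.46, -4.54) and Gm20186 (-5.31, -5.39) in the small intestine. For H2-Ab1 1 colon cell held 57 of the 83 UMIs, and for H2-Eb1 1 cell held 66 of the 80, and without the cell with the most UMIs of the gene the log2 ratios fell from 4.94 to 3.29 and from 4.54 to 2.05. Of the 27 Selp UMIs of colon BECs, 1 cell held 22, and Gm20186 had 1 colon UMI. Selp and Adgrg6 were among the leading genes of 1 small intestinal BEC cluster of 203 cells. The ratios of both therefore also depend on the mix of BECs in each library, which was not compared. With only Y-linked colon cells, the ratios moved to -2.50 for Selp and -2.21 for Adgrg6, from 26 and 6 colon UMIs. Gm20186 had no colon UMI there, a log2 ratio of at most -1.48. The ratio of H2-Ab1 grew with the same cells, from 4.94 to 6.76, with 62 colon UMIs. Only 0.628% of the 1751 colon cells with only Y-linked UMIs were BECs, fewer than the limit of 50 cells per type. The 62 H2-Ab1 and 26 Selp UMIs can only be reached with the cells that held 57 and 22. The moves of H2-Ab1 and Selp therefore rest largely on single cells in a small pool.

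A panel of 33 signal genes that stromal cells supply to the epithelium and its stem cells was compared in the pooled fibroblasts. The log2 ratios ran from -4.98 for Dkk2 to 3.61 for Wnt2. Means of the natural log values moved the panel most, with Dkk2 at -0.69 and Wnt2 at 0.12. Wnt2 had 16.4 CPM in the colon and 1.34 CPM in the small intestine (interval 3.21 to 4.03). Wnt4 had a log2 ratio of 2.31 (2.23 to 2.39), Wnt5b 1.93 (1.82 to 2.05) and Wnt9a 1.65 (1.46 to 1.83), or 2.497, 2.12 and 1.83 relative to the median gene. Cxcl13 had 530 CPM in the colon and 107 CPM in the small intestine, a log2 ratio of 2.31 (2.27 to 2.36), and its level differed within the colon library, with 1447 CPM in CD81- FBs with only Y-linked UMIs and 253 CPM in those with only Xist UMIs. Among the genes higher in the small intestine, Rspo2 (-4.49, -4.30), Il33 (-2.19, -2.002) and Ereg (-1.49, -1.30) had ratios below -1. So did Igf1 (-1.24, -1.06), Chrdl1 (-1.24, -1.06) and Chrd (-1.11, -0.93). For Rspo1 no difference was detectable at this depth, with a log2 ratio of -0.15 (-0.42 to 0.11). Bmp2, Bmp3, Bmp5, Bmp7 and Frzb lay between -0.14 and 0.32 and changed sign under at least 1 alternative, with Bmp7 moving furthest, from 0.09 to -0.52, when the fibroblast subtypes were given equal weight.

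**Figure D2:**
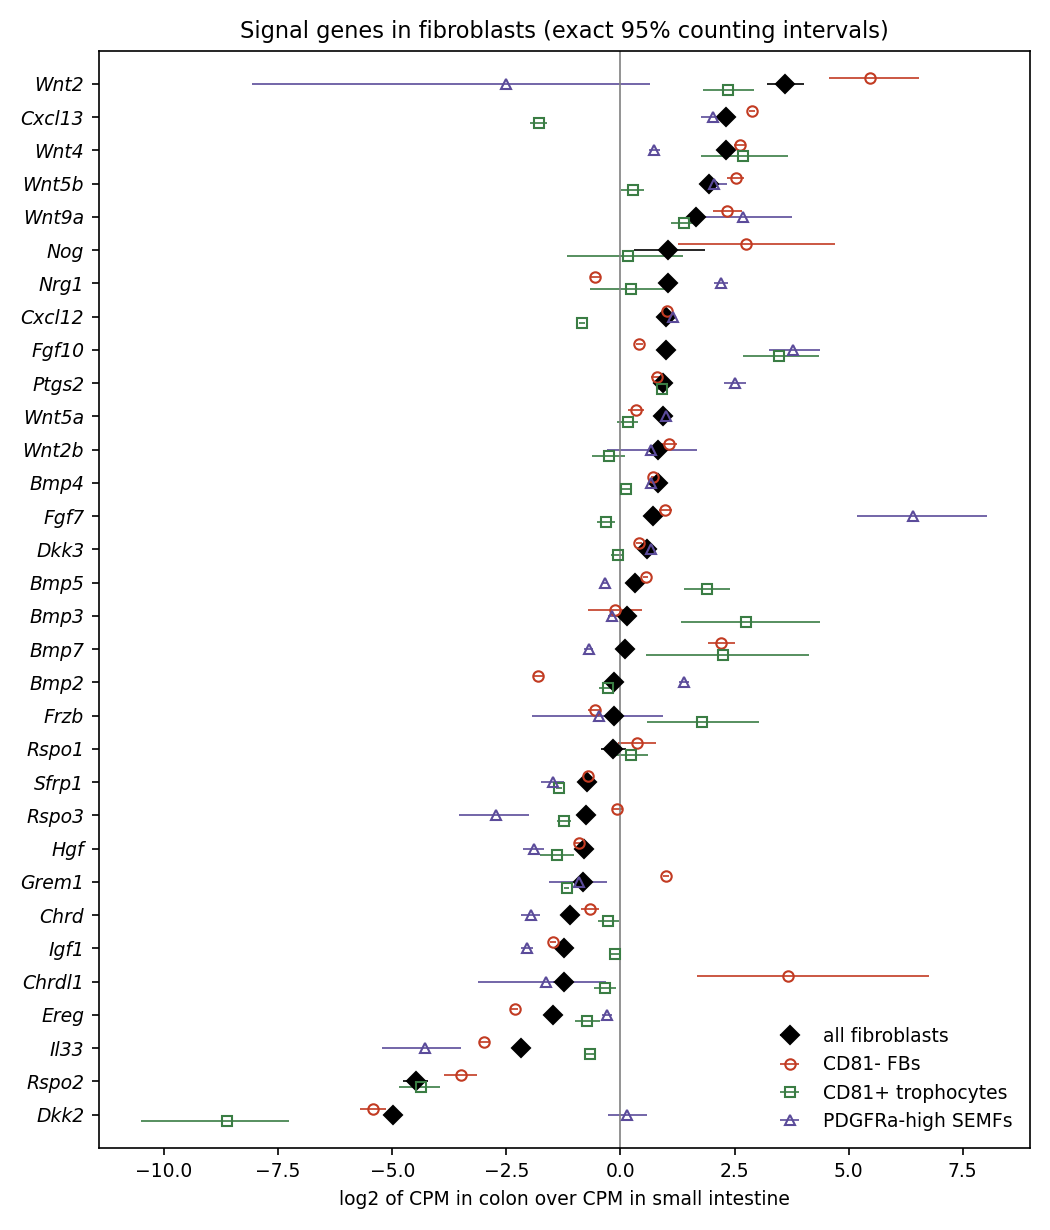
Log2 ratio of CPM in colon over CPM in small intestine for signal genes of the panel, ordered by the ratio in all fibroblasts (black diamonds), with the 3 subtypes as open symbols and exact 95% counting intervals as bars. Ratios where a library had 0 UMIs, or both had 3 or fewer, are not drawn; Dkk2 (-4.98) and Wnt2 (3.61) are the ends of the range in all fibroblasts.

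The cell type with the highest level was the same in both libraries for 19 of the 33 genes, among them Grem1 in trophocytes, Rspo3 in LECs and Bmp5 in SEMFs. Subtypes differed in their ratios. Fgf7 had 65.2 CPM in colon SEMFs and 0.767 CPM in small intestinal SEMFs, a log2 ratio of 6.41 (5.18 to 8.04), against 0.99 (0.84 to 1.14) in CD81- FBs. Fgf10 had a log2 ratio of 3.78 (3.24 to 4.36) in SEMFs and 0.41 (0.33 to 0.49) in CD81- FBs. Grem1 was higher in the colon in CD81- FBs, with a log2 ratio of 1.00 (0.94 to 1.05), and lower in trophocytes, with -1.18 (-1.23 to -1.13). Whether the ratios differ between subtypes was not tested.

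Hox genes, whose expression follows position along the gut, were compared to see whether the tissue labels go with it. Of the anterior list, 14 of the 18 genes were listed for both libraries, and their median log2 ratio in fibroblasts was -2.84. None of 10000 random lists of 14 genes matched on expression had a median as low, and 95% of those medians lay between -0.52 and 0.25. All 14 ratios were below 0, and that of Hoxa7 was -0.02 (-0.17 to 0.13), not detectable at this depth and above 0 when taken relative to the median gene. Of the posterior list, 5 of the 14 genes were listed for both libraries, with a median log2 ratio of 2.89, above that of all 10000 random lists (95% between -0.76 and 0.97). Hoxa9 had 27.1 CPM in the colon and 0.408 CPM in the small intestine, and Hoxd10 had 347 UMIs in the colon and none in the small intestine, a log2 ratio of at least 6.97. Hoxd8 was on the posterior list, whereas Hoxb8 and Hoxc8 were on the anterior one. Hoxd8 went the other way with -0.72 (-0.92 to -0.52), and Hoxb9 had 3 and 5 UMIs. The pooled values hide differences between subtypes: Hoxd8 had 3.22 (2.46 to 4.05) in trophocytes and -2.27 in SEMFs. Of the anterior genes, Hoxa7 (0.74), Hoxd3 (at least 2.98) and Hoxd4 (at least 2.82) were also higher in colon trophocytes. Hoxd3 and Hoxd4 had 10 and 9 UMIs there, and the lower limits of their intervals were 2.40 and 2.22. The other anterior genes listed for both libraries were lower in colon trophocytes. Means of the natural log values moved both medians most towards 0, to -0.093 for the anterior and 0.069 for the posterior list. Leaving out Hoxb9 raised the posterior median to 4.47 over 4 genes. Hoxa10, Hoxa11, Hoxa13, Hoxd11 and Hoxd13 were listed for the colon alone, with 65.0, 37.3, 34.7, 28.8 and 6.23 CPM. Hoxc4, Hoxc5, Hoxc6, Hoxc8, Hoxc9 and Hoxc10 were listed for the small intestine alone, with 31.3, 15.3, 45.4, 90.9, 13.2 and 1.13 CPM. Of the latter, Hoxc9 and Hoxc10 were on the posterior list. Genes listed for 1 library did not enter the medians.

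**Figure D3:**
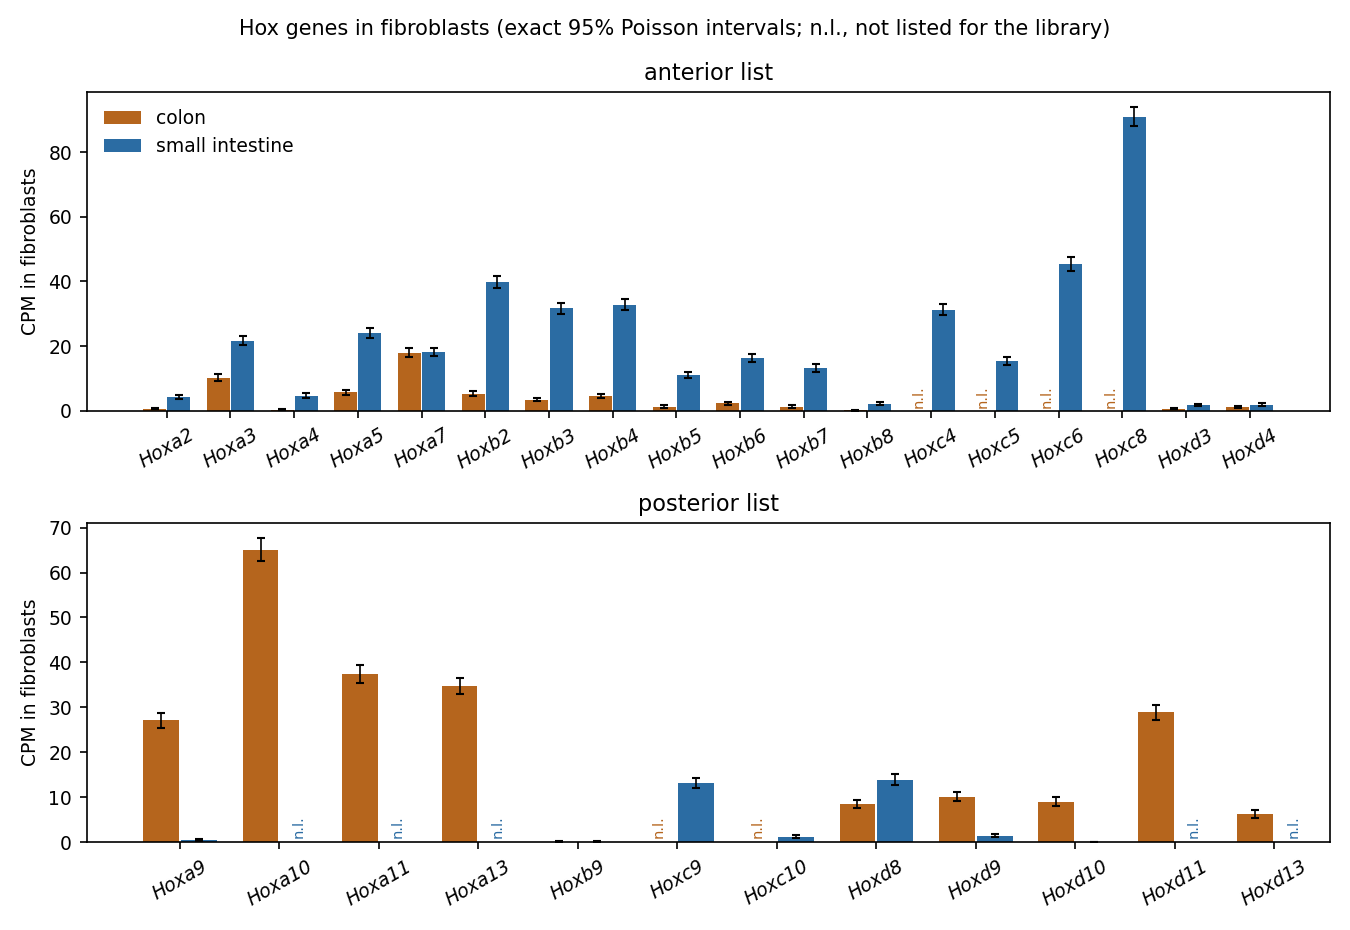
CPM of the anterior (top) and posterior (bottom) Hox genes in pooled fibroblasts of the colon and small intestine libraries, with exact 95% Poisson intervals as error bars; n.l. marks a gene not listed for that library. Hoxa10 was the highest posterior gene in the colon with 65.0 CPM, and Hoxc8 the highest anterior gene in the small intestine with 90.9 CPM.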

Additional observations from a re-analysis of the deposited data

Results flagged for a closer look

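In this part, the tests of Bmp2 with SEMF markers and of Chrdl1 in LECs were chosen before their values were seen, the latter for free RNA from trophocytes or SEMFs as 1 explanation that was split afterwards, and the other tests, the size limit of 1 on the log2 scale and the split of the colon cells by Xist and Y-linked UMIs were chosen only after the results were seen.

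Of the 33 signal genes, 3 had tissue ratios beyond 1 on the log2 scale in opposite directions in 2 fibroblast subtypes with intervals on opposite sides of 0, and 11 had such intervals with no limit on size. Wnt2 also went beyond 1 in both directions, but its ratio of -2.51 in SEMFs rests on 1 and 5 UMIs with an interval of -8.07 to 0.65. The differences between subtypes were not tested, since each tissue had 1 library. For Bmp2 the log2 ratios of SEMFs (1.40) and CD81- FBs (-1.80) differed by 3.19. With only Y-linked colon cells the difference was 3.34, which argues against the sex of the animals as its source. SEMFs hidden among the small intestinal CD81- FBs were also argued against: over 8 SEMF markers, the level in Bmp2-positive cells of that label was a median of 0.849 times that in Bmp2-negative ones. Both ratios kept their direction without the 6% of cells with the highest doublet score, at 1.41 and -1.83. A difference between the tissues in which fibroblasts make Bmp2 stays open as an untested hypothesis, as do differences between the 2 dissociations.

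For Chrdl1 the log2 ratios of CD81- FBs (3.66) and SEMFs (-1.63) differed by 5.29, but both rest on few molecules, with 31 and 2 UMIs in CD81- FBs and 7 and 19 UMIs in SEMFs. Colon trophocytes held 29.7 CPM and colon SMCs 41.4 CPM, against 1.25 CPM in colon CD81- FBs. Colon LECs had 1 Chrdl1 UMI where the level of CD81- FBs would give 1.34, so free RNA from colon trophocytes, free RNA from colon SMCs and expression in CD81- FBs cannot be told apart with so few counts. Free RNA from colon SEMFs is argued against, since SEMFs held 0.941 CPM, no more than the CD81- FBs.

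For Cxcl13 the log2 ratios of CD81- FBs (2.89) and trophocytes (-1.79) differed by 4.68. Within the colon library the gene was among the most uneven between the sexes: the ratio in CD81- FBs was 3.77 with only Y-linked colon cells and 1.25 with only Xist colon cells. The ratio in trophocytes was -1.36 and -2.78 in the same pools. Sex or animal of the colon cells is therefore argued against as the whole of the opposite directions, but it may account for much of their size. No animal of either library can be followed, so a difference between single animals stays open beside a difference between tissues. Cxcl13 and Frmpd4 were both among the leading genes of 1 colon cluster of 743 cells, all labelled CD81- FBs. Both were also among those of 1 small intestinal cluster of 286 cells, 97.9% of them labelled trophocytes. Whether like cells carry different labels in the 2 libraries was not tested, so this stays open too.

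The colon library held 2700 cells with Xist UMIs and no Y-linked UMI and 1751 cells with Y-linked and no Xist UMIs. The main values did not use this split. Xist is made from the inactive X chromosome of female cells, and the 4 Y-linked genes are found in males. Both kinds of UMI occurred in 154 cells, against 903 if they were independent, which is in line with a library pooled from male and female animals. Free RNA alone is argued against, since 5.29% (3.90 to 6.99) of the 870 cells with at least 2 Y-linked UMIs had an Xist UMI, against 65.6% of the cells without a Y-linked UMI. In the small intestine, where Xist was not listed, 73.7% of the cells had a Y-linked UMI, against 31.7% in the colon, so sex and tissue are partly mixed in every comparison. For the 10 genes named in fibroblasts, the sex of the animals is argued against as the source of the tissue difference: with only Y-linked colon cells the smallest absolute log2 ratio was 2.57, and no gene changed direction. The design names no sex, so no biological explanation was tested for the mixture.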

How the results depend on the processing

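The alternatives with the highest doublet scores left out, with only Y-linked colon cells and without 9 genes in the totals were chosen only after the data were seen. No paired analysis was possible because each tissue had 1 library.

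The higher share of fibroblasts and lower share of LECs in the colon kept their direction under all alternatives run on them, with 93.2% to 93.6% fibroblasts in the colon and 50.2% to 63.7% in the small intestine. With at least 2000 UMIs per cell the small intestine had 63.7% fibroblasts and 4.94% BECs. Its fibroblasts moved to 50.2% with cluster names from markers, where a cluster of 1117 cells, 98.9% of them labelled SEMFs, stayed unnamed because a pericyte marker, Abcc9, was among its leading genes. Without the 6% of cells with the highest doublet score LECs were 27.7% of the small intestine. With only Y-linked colon cells trophocytes were 15.6%, LECs 3.03%, BECs 0.628% and SMCs 2.57% of the colon, and for these shifts and those with deeper cells or without high doublet scores the cause was not tested. The limit of 10% mitochondrial UMIs removed no colon cell, where the highest share was 9.83%.

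The posterior Hox median moved to 0.069 and the anterior one to -0.093 with means of the deposited natural log values, a scale that shrinks ratios of genes absent from most cells by its construction. Among genes with at least 20 UMIs the posterior median was 4.47, by the loss of 1 gene, and with equal weights for the subtypes the anterior median was -2.12. The median same-label correlation was 0.861 over genes with at least 50 CPM, 0.918 from the natural log values and 0.911 without the free RNA, mitochondrial and ribosomal protein genes. Of the 46 named entries, 26 remained with a pseudocount of 1 CPM and 19 without the filter on the CPM of all other cells, and from 32 to 46 under the other alternatives. For the equal weights, the correlations and the named entries the cause was not tested.

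Of the signal genes in fibroblasts, 5 with small ratios whose intervals excluded 0 changed sign. Rspo1, whose interval held 0, also did, from -0.15 to 0.010 without the 9 genes, 0.034 with median scaling and 0.25 with equal weights. Bmp2 went from -0.14 to 0.025 without the 9 genes, 0.049 with median scaling and 0.37 with equal subtype weights. Bmp3 went from 0.14 to -0.17 in thinned cells, -0.034 with natural log means, -0.16 with means of each cell's CPM and -0.17 with equal weights. Bmp5 went from 0.32 to -0.20 with equal weights. Bmp7 went from 0.09 to -0.25 in thinned cells, -0.24 with means of each cell's CPM and -0.52 with equal weights. Frzb went from -0.14 to 0.021 without the 9 genes and 0.045 with median scaling. The weights and scalings act by construction on ratios this close to 0; for the others the cause was not tested.

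Of the other values, 501 stayed within their interval and 284 left it without reversing a direction whose interval excluded 0. With natural log means, 35 of the 67 log2 ratios beyond 1 fell within 1. Thinning left Stmn2 no UMI in small intestinal CD81- FBs, so that its ratio of 11.84 became a bound of at least 8.30. With only Y-linked colon cells, Selp in BECs moved from -4.69 to -2.50, Adgrg6 from -4.46 to -2.21 and H2-Ab1 from 4.94 to 6.76. The Selp and H2-Ab1 counts there include the cell with the most UMIs of each gene, in a pool with fewer than 50 BECs. Beyond that, the cause of these moves was not tested. Gm20186, with 1 colon UMI in the main values and none there, went from -5.31 to a bound of at most -1.48. Depth limits the BECs most, with 53 colon cells and 340 genes that had at least 100 UMIs in both libraries.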

Other observations

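The tests of the shared rise and fall of 9 genes and of fibroblasts among the cells labelled SMCs were chosen before their values were seen, and the other tests in this part, with the gene lists they use, were chosen only after the results were seen.

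A group of 9 genes, among them Gm42418, AY036118, Lars2 and Cmss1, was higher in every compared cell type of the colon. Together they took 11.2% of the UMIs of colon CD81- FBs and 0.347% of those of small intestinal CD81- FBs, and Gm42418 alone had between 77002 and 102540 CPM in the colon types and between 1263 and 3695 CPM in the small intestinal ones. Across the 3631 colon CD81- FBs the shares of the 9 genes rose and fell together, with a median pairwise correlation of 0.245, reached by 14 of 1000 random lists matched on expression, which is consistent with reads of 1 shared source, such as ribosomal RNA, being assigned to them. The sex of the animals is argued against, since Gm42418 differed by -0.092 on the log2 scale between colon fibroblasts with only Y-linked and only Xist UMIs. A difference between the library preparations and a difference between the tissues cannot be told apart, because there was 1 library per tissue. The 9 genes may explain much of the lower median gene of the pooled colon fibroblasts: with them left out of the totals the median log2 ratio was -0.024 in place of -0.19. The subtypes did not all come close to 0, with -0.079 in CD81- FBs, -0.16 in SEMFs and 0.093 in trophocytes, and BECs and SMCs moved away from 0, to 0.26 and 0.22.

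Hoxb genes (6 genes, Hoxb2 to Hoxb7) were nearly restricted to some stromal types of the colon. They reached 89.0 CPM in colon trophocytes, 78.8 in LECs and 115.0 in BECs, against 4.69 CPM in CD81- FBs, 2.02 in SEMFs and no UMI in SMCs, while all 6 small intestinal types held between 124.6 and 184 CPM. Free RNA is argued against by the 4.69 CPM of the colon CD81- FBs, whose median depth of 6697 UMIs was close to the 7186 of trophocytes. Doublets with lymphatic cells are argued against, since 6 lymphatic markers summed to 17.4 CPM in Hoxb-positive trophocytes, 41.4 CPM in Hoxb-negative ones and 23263 CPM in colon LECs. Cells of 1 sex are argued against too: 41.2% (35.4 to 47.3) of the trophocytes with only Y-linked UMIs and 45.1% (40.2 to 50.1) of those with only Xist UMIs were Hoxb-positive. Posterior Hox UMIs were found in 55.8% of the Hoxb-positive and 52.6% of the Hoxb-negative colon trophocytes. A positional code that differs between stromal types of the colon is a hypothesis that these values leave open, as is an origin of the trophocytes from another stretch of the colon, which was not tested.

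The high Adamdec1 level of the small intestinal SMC label was tested against technical sources. Free RNA is argued against by 108 CPM in the LECs of the same library. Doublets with average CD81- FBs are argued against because the label's 9211 CPM was above the 8191 CPM of those cells. Fibroblasts mixed into the label are argued against as the whole source, since the 119 cells with the most smooth muscle UMIs still held 7339 CPM, against 11310 CPM in the 138 cells with the fewest. Dcn was at 10716 CPM in the cells with the fewest and at 3732 CPM in those with the most. Part of the Dcn may therefore come from such cells. Doublets with Adamdec1-rich CD81- FBs and a cell state of the small intestine with both programs cannot be told apart. If the 25% of CD81- FBs with the highest Adamdec1 share, at 14442 CPM, were the source, they would have to supply 50.8% of the UMIs of the SMCs with the most smooth muscle UMIs. Over 7 fibroblast markers, the observed level was a median of 0.757 times the level such a share would bring. CD81- FBs of the cluster with Adamdec1 among its leading genes held 8118 CPM, no more than all CD81- FBs, so they were not a richer source. With them as the source, the share would be 90.4% and the median was 0.282. With all CD81- FBs the median was 0.317. Doublets therefore stay open only for the cells richest in Adamdec1.

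The small intestine had fewer fibroblasts and more LECs. The filter on shallow cells is argued against: with the colon library's lowest count, 1502 UMIs, as the limit, LECs were 26.5% and fibroblasts 62.9% of the small intestinal cells. The longer digestion of the colon, 60 minutes against 45, and a difference between the tissues cannot be told apart, because digestion time and tissue are the same split. Longer digestion predicts more immediate early transcripts in every colon type. For 11 such genes, 3 of the 6 types had less in the colon, with log2 ratios of -0.10 in trophocytes, -1.02 in LECs and -0.76 in BECs. SEMFs had 1.65, CD81- FBs 0.37 and SMCs 0.03. The sign in trophocytes may depend on the totals, since their median gene moved from -0.063 to 0.093 without the 9 genes. The prediction is therefore argued against by LECs and BECs only.

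A few cells carried most of some foreign transcripts. In small intestinal CD81- FBs, 2 of 2823 cells held 84.4% of the 1972 UMIs of 6 Paneth cell genes, which is consistent with whole cells or doublets that passed the sort as the source of most of these UMIs. A low background was present as well: 233 of the CD81- FBs had such UMIs. They were spread more widely in 98 trophocytes, 138 SEMFs, 137 LECs and 25 BECs, where the top 2 cells held 5.83%, 17.4%, 13.7% and 14.3%. SMCs went the other way: 28 cells had such UMIs, and the top 2 held 75.6% of the 127. In colon BECs, 1 cell held 233 of the 335 MHC class II UMIs, had 16 UMIs of immune markers and none of Pecam1 or Cdh5, and is a candidate source of immune RNA. The other colon BECs held 28 UMIs of immune markers, so immune RNA was not confined to that cell and stays open as a source of the remaining difference. That cell is argued against as the whole source of the tissue difference, since the log2 ratio of H2-Ab1 was 3.29 without the cell with the most H2-Ab1 UMIs.

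Between colon fibroblasts with only Y-linked and only Xist UMIs, the log2 ratios of 9254 genes had an SD of 0.21 across genes, against 0.68 over 11434 genes for the ratios between the tissues in fibroblasts. The genes furthest apart were C7 (3.43), Plcxd3 (2.53) and Cxcl13 (2.38) on one side and Cxcl9 (-2.19) on the other. No explanation was tested for these values.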
